# Salt stress affects mRNA editing in soybean chloroplasts

**DOI:** 10.1590/1678-4685-GMB-2016-0055

**Published:** 2017-03-02

**Authors:** Nureyev F. Rodrigues, Guilherme C. da Fonseca, Franceli R. Kulcheski, Rogério Margis

**Keywords:** small RNA, chloroplast, RNA editing, PPR, salt stress

## Abstract

Soybean, a crop known by its economic and nutritional importance, has been the subject of several studies that assess the impact and the effective plant responses to abiotic stresses. Salt stress is one of the main environmental stresses and negatively impacts crop growth and yield. In this work, the RNA editing process in the chloroplast of soybean plants was evaluated in response to a salt stress. Bioinformatics approach using sRNA and mRNA libraries were employed to detect specific sites showing differences in editing efficiency. RT-qPCR was used to measure editing efficiency at selected sites. We observed that transcripts of *NDHA*, *NDHB*, *RPS14* and *RPS16* genes presented differences in coverage and editing rates between control and salt-treated libraries. RT-qPCR assays demonstrated an increase in editing efficiency of selected genes. The salt stress enhanced the RNA editing process in transcripts, indicating responses to components of the electron transfer chain, photosystem and translation complexes. These increases can be a response to keep the homeostasis of chloroplast protein functions in response to salt stress.

## Introduction

Soybean (*Glycine max* L.) is one of the major legume crops in the world, providing an abundant source of oil and protein-rich food for human and animal consumption (Le *et al*., 2012). The high demand for protein in meals drove to further expansion of oilseed production and has favored an increase of soybean production, especially in Brazil (Guevara *et al*., 2015). In Brazilian agriculture, soybean is the most important crop. Currently, Brazil is the second largest producer behind the United States. Soybeans are expected to continue being the most lucrative export product with more than half of Brazilian production destined for world markets (Guevara *et al*., 2015). However, like many crops, soybean is subject to several abiotic stresses that reduce its yield.

Plants are exposed to a range of stress conditions such as oxidative stress, variant temperature, light intensity, waterlogging, drought and salinity. These abiotic stresses affect the whole plant, compromising basic molecular and physiological aspects from germination to the reproduction phases (Mahajan and Tuteja, 2005). Salt stress is one of the main environmental stresses, and it affects economically important crop species that are very sensitive to salinity, such as bean (*Phaseolus vulgaris*), maize (*Zea mays*), rice (*Oryza sativa*) and soybean (Wang *et al*., 2003; Zheng *et al*., 2009). Salt-affected soils occur in more than 100 countries and their worldwide extent is estimated at about 1 billion ha (FAO and ITPS, 2015). Salinity stress affects mainly lipids, ions levels, malate and nitrogen metabolism, anti-oxidative enzymes and antioxidants, chloroplast structure and photosynthesis (Parida and Das, 2005). Many studies have been dedicated to the impact of salinity on photosynthetic activity, carbon assimilation, pigment composition, electron transport, and photosystem I and II efficiency (Sudhir *et al*., 2005; Parida and Das, 2005; Koyro, 2006). Clearly, there is a link between effects on photosynthesis and chloroplast, however, certain works have looked specifically at plastid salt stress effects (Gomez, 2003; Zhang *et al*., 2008; Zheng *et al*., 2009).

Chloroplasts are complex organelles that have their own gene expression machinery, intricate post-transcriptional processes and a fine coordination with nuclear gene expression. Chloroplasts have received particular interest because they are responsible for photosynthesis. Alterations in metabolic pathways, in specific signals like redox state, or in protein structures can lead to disruption in plastid activity and, consecutively, in plant yield. RNA editing, a post transcriptional process, consists in nucleotide conversions from cytosine (C) to uracil (U), or, less frequently, from U to C. This process, also present in mitochondria, is performed by deamination and amination reactions (Chateigner-Boutin and Small, 2011; Hayes *et al*., 2015). Usually, editing events preserve amino acids that are phylogenetically conserved by restoring the codon sequence. The most frequent change is serine to leucine, but other alterations, including silent or non-conservative changes, have also been described (Inada *et al*., 2004; Chateigner-Boutin and Small, 2010). In both organelles, editing can create an initiation codon, and create or remove stop codons. Editing can also be found in introns (prerequisite for splicing in some cases) and in untranslated regions (UTR) (Takenaka *et al*., 2008; Castandet and Araya, 2011). This powerful and intriguing process has been studied due its essential function and also because of the impact in the evolutionary process (Takenaka *et al*., 2013).

Plastid RNA editing depends on the editosome machinery to precisely process the emerging transcripts. The editosome composition has not yet been completely identified. However, some components of the editing machinery, like the pentatricopeptide repeat (PPR) proteins, were already recognized. The PPR motif is a 35-amino-acid repeat that folds into a pair of antiparallel alpha helices. Arrays of tandem PPR motifs form a superhelical ribbon-like sheet (Small and Peeters, 2000; Barkan and Small 2014). In land plants, the PPR gene family contains from 400 to more than 1000 members (Barkan and Small, 2014). The PPR proteins are classified into two major subfamilies, P-type and PLS-type PPRs. The PLS-type PPR proteins can be further divided into three subgroups: E, E+, and DYW, that differ in the presence of an optional C-terminal region (Lurin *et al*., 2004). Most PLS-type PPR proteins involved in editing act as site-recognition factors, recognizing the 5′ region upstream of the editable C residue (Yagi *et al*., 2013). PLS-type PPR proteins presenting cytidine deaminase motifs within the DYW domain have been described as being directly responsible for RNA editing activity (Boussardon *et al*., 2014; Wagoner *et al*., 2015). Other PPR proteins, as HCF152 and PPR10, are involved in intercistronic processing of polycistronic precursor transcripts or in stabilizing specific RNAs (Barkan and Small, 2014; Yap *et al*., 2015).

Diverse studies have been done to analyze editing regulation of plastids under various situations, such as tissue-specific differences, responses to molecular signals, effects in immunity, and responses to abiotic stress (Kakizaki *et al*., 2012; García-Andrade *et al*., 2013; Tseng *et al*., 2013). The potential of the RNA editing efficiency as a marker for stress tolerance or as a target for genetic modification was evaluated in some studies. For example, incomplete editing caused by increased temperature is correlated with change in plastid translation in maize (Nakajima and Mulligan, 2001). Specifically, heat stress leads to loss of editing sites and intron splicing reactions in *NDHB* transcripts (Karcher and Bock 2002). Variations in the efficiency of plastid editing in *NDH* transcripts was evaluated and not linked to differences in drought tolerance in perennial ryegrass (*Lolium perenne*) (Van Den Bekerom *et al*., 2013).

Most of the studies on RNA editing have used the reverse transcription PCR (RT-PCR) method of total chloroplast mRNAs and cloning of several chloroplast cDNA fragments into vectors to be sequenced (Rüdinger *et al*., 2009). Another method is to design primers to amplify target genes from cDNA samples and sequence them (Wolf *et al*., 2004). RNA editing events could also be detected by using chloroplast cDNA datasets as templates for amplification in Poisoned Primer Extension methodology, or also by High Resolution Melting (HRM) analysis (Chateigner-Boutin and Small, 2007). Many plastid small RNAs (sRNAs) showed sequence similarities to PPR-binding sites, which provides support to the idea that large amounts of sRNAs remnants resulted from PPR protein targets (Ruwe and Schmitz-Linneweber, 2012). In this way, several chloroplast sRNAs are recovered as RNA-binding protein footprints, including PPR-editosome components, which remain in the sequencing results due to protein protection against ribonucleases.

Despite several different methodologies already described in the literature for RNA-editing recognition, in this work we evaluated the impact of salt stress on soybean C to T editing efficiency by a new method comprised by *in silico* screening of editing sequences of sRNA libraries obtained by high-throughput sequencing, followed by RT-qPCR assays.

## Materials and Methods

### Plant material, stress treatment and RNA isolation

Soybean plants were grown over 8 days using Hoagland solution. After this period, six plants were transferred into a new Hoagland solution (establishing the control group), and six plants were submitted to a salt-stress treatment using a Hoagland solution supplemented with 200 mM NaCl. Leaves were collected after intervals of 4 and 24 hours and stored in liquid nitrogen until RNA extraction. Total RNA from leaves was isolated using TRIzol reagent (Invitrogen, CA, USA), and the RNA quality was evaluated by Nanodrop quantification and gel inspection.

#### sRNA/mRNA libraries, chloroplast genome, and prediction of conserved editing sites

Public sRNAs and mRNAs libraries of *G. max* leaves, deposited in NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE69571, were used in this study to evaluate the differential RNA editing rate when exposed to saline stress. Complete chloroplast genome and coding sequences, as well as tRNAs from soybean (NC_007942) were obtained separately from the Index of Genomes from the Chloroplast Genome Database (http://chloroplast.ocean.washington.edu/). To predict editing sites and evaluate their editing rates, the PREP-Cp tool (http://prep.unl.edu/) (Mower 2009) was used with a cutoff value of 0.5, in spite of the 0.8 default value, using the coding sequences of the chloroplast genome mentioned above.

### Analyses of edited sRNAs

The sRNAs libraries were primarily aligned against the chloroplast genome, coding sequences and tRNAs, using Bowtie software (Langmead *et al*., 2009) with 0 mismatch and not allowing reverse complement matches. The aligned reads resulted in a new file called cp_m0. The unaligned reads were submitted to a second round of alignment with 0 mismatch, against nuclear and mitochondrial genomes. The unaligned reads were further aligned with two mismatches, and no reverse complement matches were allowed against the chloroplast genome and coding sequences. This second group of aligned reads produced another file called cp_m2. Both cp_DNA fastq files were concatenated in a cp_m0_m2 file. The cp_m0_m2 files were aligned against chloroplast coding sequences using Geneious (Kearse *et al*., 2012) R8 with the Bowtie algorithm, using the same parameters of the previous alignments. The Geneious Find Variation/SNPs tool was used with parameters set as follows: Minimum Coverage of 5, Maximum Variant P-Value of 10^-2^, to find polymorphism Inside and Outside coding sequence and P-value calculation method as approximate. The coverage values of edited and non-edited reads were transposed to the implementation of statistical analysis. The same pipeline was used to analyze editing rates with mRNA data.

### Differential expression analysis

SAM files created in the bowtie alignment were utilized to generate a count table containing data from all libraries. This table was the input file to differential expression analysis performed using DeSeq2 package (Anders and Huber, 2010) implemented in R package (R Core Team, 2015). Heatmaps were generated with normalized counts of all plastid genes for data visualization.

### Editing analysis by RT-qPCR

The cDNA synthesis was carried out using approximately 1 μg of total RNA. The d26T primer was used in each reaction. Before transcription, RNA and primers were mixed with RNase-free water to a total volume of 10 μL and incubated at 70 °C for 5 min followed by ice-cooling. Then, 3 μL of 5 RT-Buffer (Promega, Madison, WI, USA), 1 μL of 5 mM dNTP (Ludwig, Porto Alegre, RS, Brazil) and 1 μL of MMLV-RT Enzyme 200 U (Promega, Madison, WI, USA) were added for a final volume of 20 μL. The synthesis was performed at 42 °C for 30 min in a Veriti Thermal Cycler (Applied Biosystems, Foster City, CA, USA), and inactivation of the enzyme was completed at 85 °C for 5 min. All cDNA samples were 100-fold diluted with RNase-free water before being used as a template in RT-qPCR analysis.

A set of primers was designed according to (Chen *et al*., 2008) with modifications. For each editing site, we designed a set of primers composed by two specific editing primers and one unique universal primer. When the specific editing primers were designed as forward, the universal primer was designed as reverse and vice-versa. The specific editing primers containing a unique difference in the first nucleotide recognized the edited or unedited site (Figure 1). The RT-qPCR reactions were performed in a Bio-Rad CFX384 real time PCR detection system (Bio-Rad, Hercules, CA, USA) using SYBR Green I (Invitrogen, Carlsbad, CA, USA) to detect double-stranded cDNA synthesis. Reactions were completed in a volume of 10 μL containing 5 μL of diluted cDNA (1:100), 1 SYBR Green I (Invitrogen, CA, USA), 0.025 mM dNTP, 1 PCR Buffer, 3 mM MgCl2, 0.25 U Platinum Taq DNA Polymerase (Invitrogen, CA, USA) and 200 nM of each universal and C or T-specific primer set. Samples were analyzed in technical quadruplicate in a 384-well plate, and a no-template control was included. The conditions were set as follows: an initial polymerase activation step for 5 min at 95 °C, 40 cycles for 15 s at 95 °C for denaturation, 10 s at 60 °C for annealing and 10 s at 72 °C for elongation. A melting curve analysis was programmed at the end of the PCR run over the range of 65 to 99 °C, and the temperature increased stepwise by 0.5 °C.

**Figure 1:**
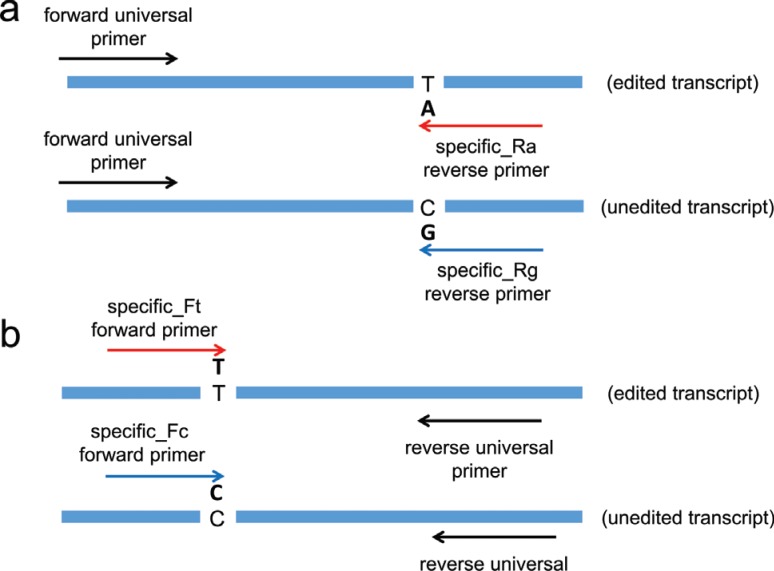
Schematic illustration of qPCR analysis of RNA editing frequency showing relative locations of (A) specific-reverse and (B) specific-forward qPCR primers. Arrows depict the annealing sites of qPCR primers.

Threshold and baselines were manually determined using the Bio-Rad CFX manager software. To calculate the relative expression of transcripts we used the 2^-ΔΔCt^ method (Livak and Schmittgen, 2001). Primer efficiencies were calculated by LinRegPCR software (Ruijter *et al*., 2009) to evaluate a possible amplification by primer efficiency bias. By doing so we obtained independent estimates of amplification efficiency for each primer in each treatment. Differences in plastid transcript editing among treatments were detected using two-tailed Student's *t*-tests between means. Significance was set at p < 0.05. Tests were performed with R package software (R Core Team, 2015).

## Results

### Rates of editing in sRNAs libraries

The PREP analysis carried out on soybean chloroplasts identified 20 different genes that contained RNA editing sites (Table S1). 

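The sRNAs libraries of leaves were 2 from control plants and 2 from plants treated with 200 mM NaCl for 4 hours, each prepared from pooled RNA of 3 plants. The library records give 15 days of hydroponic growth before the treatment, and the paper gives 8 days for the plants it describes. Small RNAs were size-selected on gels, ligated to adapters and amplified by PCR before Illumina sequencing. For each library the authors deposited every distinct sequence, called a tag here, with its read count, without alignment to a genome and without normalization. The control libraries held 9830859 (library A) and 9431226 (library B) reads, and the salt libraries 10396040 (A) and 12496447 (B) reads. The letters are names given here and do not stand for the numbers 1 and 2 of Table 1. Read counts of abundant tags differed between the 2 libraries of a condition by far more than the sampling noise, with a chi-square per degree of freedom of 891 in control and 569 in salt, so they were kept as separate samples. Tags of 21 nt made up 30.0% ± 2.36 (SD, n = 2) of the reads in control and 32.3% ± 0.0543 (SD, n = 2) in salt.
The paper aligned the reads to the chloroplast genome with Bowtie. No genome was used here. The plastid sequence around 7 predicted sites was assembled from overlapping tags, starting from the primers of Table S2. A tag of at least 18 nt was counted at a site when it lay on the coding strand, covered the site without gaps and had at most 2 mismatches, the edited base included. Reads with C at the site were counted as unedited and reads with T as edited, coverage is their sum, and the editing percentage is the share of edited reads in the coverage. The paper's removal of reads that match the nuclear or mitochondrial genome was not applied here, so reads of near-identical copies outside the plastid remain. In 20 shuffled versions of each site's sequence, the 4 leaf libraries together gave a mean of 0.214 reads per sequence. On simulated tags of the 7 sites, the recovered editing percentage differed from the drawn one by at most 0.12 percentage points. The simulated tags were drawn from the sequences they were matched to and held no near-identical copies, so this tests the counting code alone. Because PCR reads without molecular identifiers are not independent molecules, the confidence intervals given for editing percentages cover counting error only.

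**Figure D1:**
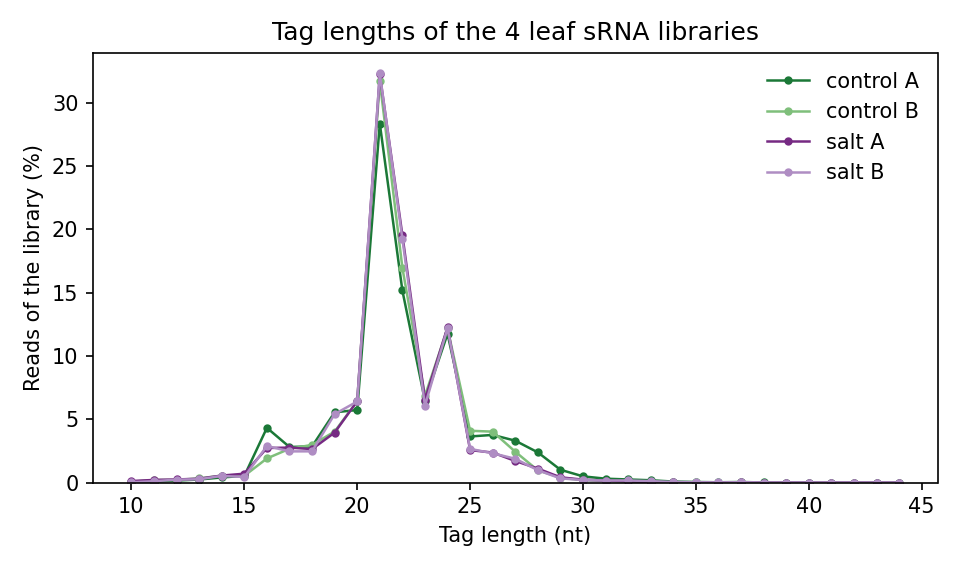
Length distribution of the reads in the 4 leaf sRNAs libraries, with tag length in nt on the x axis and the percentage of the reads of a library on the y axis, one line per library. The 21 nt class is the most abundant in each library, from 28.4% in control A to 32.3% in salt B.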

All predicted editing sites were confronted with the aligned sRNA reads in order to evaluate the presence/absence of editing events. Edited reads were identified in a set of 16 genes from at least one of the sRNAs library (Table 1). 

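Of the predicted sites of Table S1, 7 sites in 6 genes were reached in the leaf libraries with the sequences assembled from the tags, and the remaining sites were not analysed here. Edited reads were present at the 7 sites in at least 1 leaf library, although *RPS14*-194 had a single edited read. When at least 3 edited reads and 5 reads of coverage in one library were required, 6 sites remained. With each leaf library left out in turn, 6 to 7 sites and 6 genes kept edited reads. Coverage summed over the 4 leaf libraries ranged from 26 reads at *NDHA*-1073 to 92 reads at *PSBE*-214. At *PSBE*-214, 41 of 46 control reads (89.1%, 95% Wilson interval 77.0% to 95.3%) and 45 of 46 salt reads (97.8%, 88.7% to 99.6%) were edited. At other C positions of the 6 genes, 33 of 5611 base calls in the leaf libraries were T (0.588%), and 25 of these 33 came from 2 positions.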

Among 87 predicted edited sites, 34 were confirmed by sRNAs reads. Other predicted sites, even with a higher PREP score value, that should indicate a higher confidence, could not be confirmed because they did not present enough coverage (Table S1). A group of four genes was selected considering their total coverage and for being sites with statistical differential values of edited reads between control and salt treatment: *NDHA*-1073 (p = 0.033), *NDHB*-149 (p = 0.046), *RPS14*-80 (p = 0.079) and *RPS16*-212 (p = 0.073) (Table 1). 

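At *NDHA*-1073, 5 of 6 reads of the control libraries (83.3%, 95% Wilson interval 43.6% to 97.0%) and 10 of 20 reads of the salt libraries (50.0%, 29.9% to 70.1%) were edited. The mean of the library percentages was 87.5% ± 17.7 (SD, n = 2) in control, and both salt libraries had 50%. At *NDHB*-149, 10 of 25 control reads (40.0%, 23.4% to 59.3%) and 12 of 59 salt reads (20.3%, 12.0% to 32.3%) were edited, with library means of 39.6% ± 4.59 (SD, n = 2) and 20.3% ± 0.488 (SD, n = 2). At *RPS14*-80, 34 of 43 control reads (79.1%, 64.8% to 88.6%) and 29 of 32 salt reads (90.6%, 75.8% to 96.8%) were edited, with library means of 79.6% ± 6.51 (SD, n = 2) and 90.9% ± 2.00 (SD, n = 2). At *RPS16*-212, 15 of 20 control reads (75.0%, 53.1% to 88.8%) and 13 of 18 salt reads (72.2%, 49.1% to 87.5%) were edited, and the salt libraries averaged 70.8% ± 5.89 (SD, n = 2).
Two-sided Fisher's exact tests on the reads summed within each condition gave p = 0.197 for *NDHA*-1073, p = 0.101 for *NDHB*-149, p = 0.216 for *RPS14*-80 and p = 1 for *RPS16*-212. After Benjamini-Hochberg adjustment over the 7 sites tested, the values were 0.379 for the first 3 sites and 1 for *RPS16*-212, and 0 of the 7 sites had a raw p-value under 0.05. The two-sided exact permutation test of the 4 library percentages gave p = 0.333 for *NDHA*-1073, *NDHB*-149 and *RPS14*-80, the smallest value that 2 against 2 libraries allow. In the main setting both salt libraries lay on one side of both control libraries at these 3 sites. That order arises by chance with probability 0.333, so the permutation test of 2 against 2 libraries cannot show a difference larger than their spread. The order was lost at *RPS14*-80 with the site at least 3 nt from both tag ends. It was lost at *NDHB*-149 with tags of 20 to 24 nt only. A quasi-binomial logistic model gave p = 0.269 for *NDHA*-1073, p = 0.208 for *NDHB*-149 and p = 0.300 for *RPS14*-80. Its dispersion was kept at 1 or more and was 1 at these sites, so it added no spread between libraries beyond counting error. The difference was also not distinguishable from counting error at this coverage. Of the alternatives, the requirement of no mismatch besides the edited base moved *NDHA*-1073 most, from a difference of -33.3 to 7.58 percentage points.
The sequence around *NDHB*-149 assembled from the tags had T at the site. Written with the unedited C put in, it is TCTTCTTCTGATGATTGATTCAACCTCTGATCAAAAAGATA, and this C is position 21 counted from its 5′ end. In the leaf libraries, 37 of the 42 unedited reads that reached position 32 carried the substitution C32A, against 0 of 15 edited reads. Around *NDHA*-1073 the assembled sequence, with the C put in likewise, was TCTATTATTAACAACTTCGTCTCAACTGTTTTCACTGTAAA. With the same numbering, T17G was carried there by 8 of 9 unedited and 0 of 14 edited reads. The paper compared the editing percentages of the libraries (Table 1) and selected these sites by their total coverage and by the resulting differences between control and salt.

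**Figure D2:**
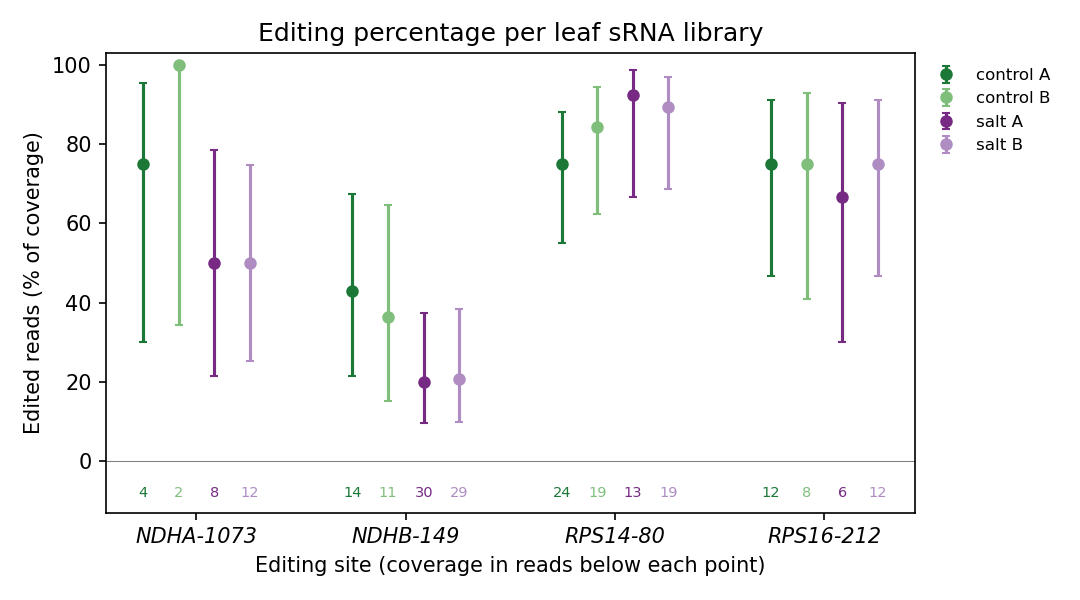
Editing percentage (y axis) at the 4 selected sites (x axis) in each leaf sRNAs library, with 95% Wilson intervals as bars and the coverage in reads printed below each point. At *NDHB*-149 the control libraries were at 42.9% and 36.4% and the salt libraries at 20.0% and 20.7%, with overlapping intervals.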

Other editing sites showed relevant p-value in leaves libraries, however, they were not selected when their total coverage was lower than four reads (Table 1).

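*RPS14*-194 had a coverage of 39 reads in the control libraries, none of them edited, and of 17 reads in the salt libraries, of which 1 was edited (5.88%, 95% Wilson interval 1.05% to 27.0%). The smallest share that 3 edited reads would show was 7.69% in control and 17.6% in salt. The difference was not detectable at this depth (two-sided Fisher's exact test, p = 0.304). The library percentages differed with an exact permutation p = 1, since the single edited read was in salt library A. The unedited sequence was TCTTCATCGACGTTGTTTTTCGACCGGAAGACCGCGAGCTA, with the predicted C at position 21 from its 5′ end. The other *NDHB* sites of Table 1 were not analysed here.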

**Table 1:** Quantitative distribution of sRNAs reads in plastid editing sites, editing percentages and p-values (t-test).

Gene	Position (nt)	PREP score	Cnt-1	% edition	Cnt-2	% edition	Salt-1	% edition	Salt-2	% edition	p-value
***NDHA***	**1073**	**1**	**4**	**0.75**	**1**	**1**	**1**	**0.20**	**9**	**0.60**	**0.033**
***NDHB***	**149**	**1**	**11**	**0.55**	**4**	**0.80**	**6**	**0.33**	**5**	**0.36**	**0.046**
***PSBF***	**77**	**1**	**8**	**1**	**10**	**1**	**14**	**1**	**7**	**1**	**-**
***RPS14***	**80**	**1**	**24**	**0.75**	**17**	**0.85**	**14**	**0.88**	**19**	**0.90**	**0.079**
***RPS16***	**212**	**0.83**	**10**	**0.90**	**6**	**0.75**	**4**	**0.57**	**9**	**0.75**	**0.073**
*ACCD*	617	0.8	7	0.86	5	1	8	1	0	nd	0.275
*ATPF*	92	0.86	0	nd	3	1	3	1	3	1	0.225
*CLPP*	559	1	16	0.81	13	0.81	8	1	10	0.71	0.643
*MATK*	935	0.57	6	ne	0	nd	0	nd	1	0.08	0.225
*NDHB*	542	1	0	nd	1	1	1	1	0	nd	1.00
	586	1	0	ne	1	1	2	1	0	nd	1.00
	737	1	1	1	2	1	0	nd	0	nd	-
	746	1	1	1	4	1	0	nd	1	0.50	0.035
	830	1	0	ne	1	0.50	1	1	4	0.67	0.035
	836	1	0	ne	2	1	0	nd	6	0.86	0.860
	1112	1	6	0.67	4	1	5	0.83	3	0.60	0.383
	1255	1	1	1	0	nd	0	nd	0	nd	0.225
	1481	1	3	1	3	1	2	0.67	4	1	0.225
*NDHD*	2	1	1	ne	1	1	0	nd	0	nd	0.225
	674	1	0	nd	0	nd	1	1	0	nd	0.225
	878	1	1	ne	2	0.67	2	1	2	0.67	0.104
	1298	0.8	0	nd	2	1	0	nd	0	nd	0.225
*NDHF*	586	0.8	1	ne	1	0.33	0	nd	0	nd	0.225
*PSAI*	79	1	0	nd	1	1	3	1	0	nd	1.000
*PSBE*	214	1	23	0.91	20	0.91	20	0.91	24	1	0.239
*RPOB*	338	1	2	0.50	1	1	0	nd	1	1	0.496
	551	1	0	nd	1	1	0	nd	0	nd	0.225
	566	1	0	nd	1	0.33	0	nd	1	0.50	0.660
	2000	1	1	1	0	nd	1	1.00	1	0.20	0.801
	2819	1	2	0.50	0	nd	0	nd	0	nd	0.225
*RPOC1*	41	1	0	nd	1	1	0	nd	0	nd	0.225
	488	0.71	0	nd	0	nd	0	nd	2	0.67	0.225
*RPOC2*	3284	0.57	2	0.50	0	nd	0	nd	0	nd	0.225
*RPS14*	194	0.71	20	0.05	26	0.04	9	0.11	11	0.09	0.003

Ne: no edition; nd: not defined (without coverage)

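At *PSBF*-77, a predicted site in the gene of the beta subunit of cytochrome b559, 19 of 19 reads of the control libraries and 22 of 22 reads of the salt libraries were edited. The 95% Wilson intervals reach down to 83.2% in control and 85.1% in salt. Per library, the coverage was 8 and 11 reads in control and 15 and 7 reads in salt. Unedited transcripts below 15.8% of the control reads or 13.6% of the salt reads, which correspond to 3 reads of the coverage, could not be excluded. The sequence assembled around the site had T there, and no read counted in the leaf libraries had C. Written with the unedited C put in at position 21 from its 5′ end, it is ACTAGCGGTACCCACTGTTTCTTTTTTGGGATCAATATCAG. In the RefSeq gene table of the Glycine_max_v4.0 assembly, *PSBF* (GlmaCp036) lies beside *PSBE* (GlmaCp037).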

Specific primers were designed to detect edition in the four genes and also in *PSBF*-77 (Table S2) that presented 100% of edited reads in all anchored sRNAs. Except for *RPS14*-80, sRNA analysis demonstrated that in the selected genes, the editing percentage was higher in control libraries than in salt-treated ones (Table 1). 

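The editing percentage was lower with salt in 4 of the 4 control and salt library pairs at *NDHA*-1073 and *NDHB*-149, in 2 of 4 pairs at *RPS16*-212, where the other 2 pairs were equal, and in 0 of 4 pairs at *RPS14*-80. At *RPS16*-212 the difference of -2.78 percentage points became 3.64 with tags of 20 to 24 nt only and 6.35 with the site at least 3 nt from both tag ends. At *NDHB*-149 the former setting gave -7.65 percentage points (two-sided Fisher's exact test, p = 0.408) and the latter -25.1 (two-sided Fisher's exact test, p = 0.0303), neither adjusted for the 7 sites. Under settings added after the data were seen, the difference at *NDHB*-149 was -29.2 percentage points without the tags that carry C32A, -16.5 with only the tags that reach its place and lack it, -23.8 with no mismatch besides the edited base, and 4.29 with only the tags that have the assembled base there. The last setting keeps 15 edited and 2 unedited reads, and the assembled base itself comes from tags chained to an edited-form primer. The assembled sequence around *RPS14*-80 was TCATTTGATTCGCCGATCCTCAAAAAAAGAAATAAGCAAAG and that around *RPS16*-212 was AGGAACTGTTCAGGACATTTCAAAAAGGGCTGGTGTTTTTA. Each is written with the unedited C put in at position 21 in place of the assembled T.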

A parallel analysis of editing sites using mRNA data showed relevant values in coverage and edited reads that shared similar patterns to those observed with sRNA, except for *NDHA*-1073 and *NDHB*-149 (Table S3).

### Rate of editing of chloroplast transcripts by RT-qPCR

RT-qPCR was used to measure the relative amount of edited and unedited plastid transcripts at 4 and 24 hours, comparing control and salt treatment. Using LinRegPCR software, the efficiency of each amplification was calculated; for each editing primer, only reactions with efficiency higher than 1.75 were maintained in the analysis. The mean efficiency of all primers was higher than 1.80, and was not significantly different when compared with the pairs of C/G and T/A specific primers (Table S4).

The rate of edition was affected in all four genes when leaf samples were collected 4 hours after the salt treatment. The percentage of C to T editing varied in all genes. A statistically significant increase in RNA edition was observed for salt-treated samples: *NDHB-*149 presented an increase in editing from 88.7% to 93.7% (p = 0.004) (Figure 2a), *RPS14*-80 from 94.76% to 96.20% (p = 0.05) (Figure 2c) and *RPS16*-212 from 74.5% to 78.99% (p = 0.003) (Figure 2d). *NDHA*-1073 presented an absolute reduction in the average of editing percentage, but due to variance, without statistical significance (from 77.79% to 70.53%, p = 0.285) (Figure S3); the *PSBF*-77 editing percentage was not significantly different (from 83.36% to 84%, p = 0.629) (Figure 2b). When salt treatment was extended to 24 hours, an increase in editing percentage was verified in *PSBF*-77 from 88.75% to 94.70% (p = 0.0001) (Figure 2b), *RPS14*-80 from 96.31% to 97.76% (p = 0.025) (Figure 2c) and *RPS16*-212 from 73.10% to 91.65% (p = 0.0002) (Figure 2d). *NDHA*-1073 and *NDHB*-149 presented no statistical differences in their editing percentages, with values from 61.51% to 60.97% (p = 0.861) (Figure S3), and from 82.18% to 84.39% (p = 0.395) (Figure 2a) respectively.

**Figure 2:**
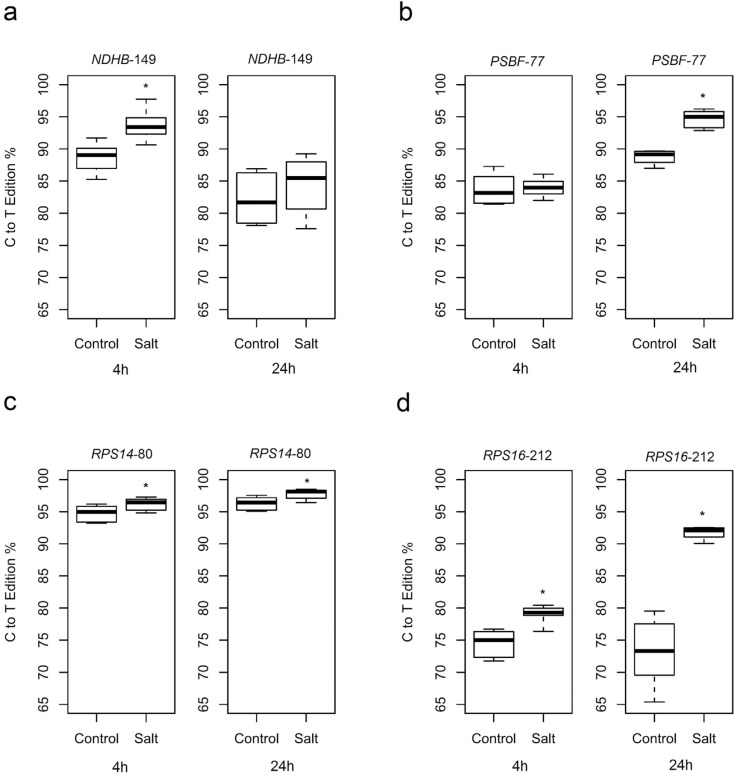
Boxplot indicating the editing of (a) *NDHB*-149, (b) *PSBF*-77, (c) *RPS14*-80, and (d) *RPS16*-212 sites of control and salt stress plants, in 4h and 24 hours treatment. Box area represents the lower and the upper percentiles. The upper whisker of the boxplot indicates the highest editing value observed; the lower whisker, the lowest editing value; and the middle line, the median editing value. Asterisk indicate significantly different values at P < 0.05.

In order to evaluate if differences in editing efficiency could be correlated with transcriptional rate, a differential gene expression of chloroplast editing genes was performed using RNA sequence libraries. In sRNAs libraries, no differences were found between control and salt treatment for the analyzed chloroplast editing genes (Figure S1). 

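Reads on the assembled parts of the 6 genes were summed per library and tested beside all other tags with edgeR's quasi-likelihood test, scaled by TMM. *NDHA* had from 6 to 12 reads per leaf library and did not pass the filter on low counts. *RPS14* had 166 and 217 reads in the control libraries and 119 and 174 in the salt libraries, a log2 fold change of -0.26 (standard error 0.25, adjusted p = 0.597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested). *NDHB* had 19 and 16 control reads and 32 and 39 salt reads, a log2 fold change of 1.15 (standard error 0.34, adjusted p = 0.0738 from edgeR's quasi-likelihood test). Part of these *NDHB* reads carried the substitution C32A, counted from the 5′ end of the sequence around *NDHB*-149. *PSBE*, *PSBF* and *RPS16* changed by -0.0062, 0.30 and 0.13 on the log2 scale, each with an adjusted p of at least 0.597 by edgeR. Thus 0 of the 5 genes tested passed an adjusted p of 0.05, and *NDHB* alone had a raw p under 0.05. TMM raised the log2 fold changes of all tags by a median of 0.38, and without it *PSBF* and *RPS16* changed by -0.094 and -0.25. Without TMM *RPS14*, *PSBE* and *NDHB* changed by -0.65, -0.40 and 0.77, each with an adjusted p of at least 0.172 by edgeR. DESeq2, the tool named in the paper, also gave 0 genes. The other chloroplast genes of Figure S1 were not analysed here.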

The same analysis of chloroplast gene expression was performed with mRNA libraries, and no differences were found (Figure S2a). Contrarily, when all nuclear genes were compared, a differential expression was detected.

## Discussion

Plant responses to salt stress have been examined due to their agronomic implications. Our results demonstrated variability in plastid transcript editing in soybeans, in response to salt treatment. The selected editing sites showed different coverage of sRNAs when control samples were compared to salt treated ones. 

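Coverage was expressed in RPM, the reads at a site scaled to the total reads of the library (n = 2 libraries per condition). At *NDHA*-1073 it was 0.309 ± 0.138 (SD) in control and 0.865 ± 0.135 in salt, a salt to control ratio of 2.79. At *NDHB*-149 it was 1.30 ± 0.182 in control and 2.60 ± 0.400 in salt, a ratio of 2.01. At *RPS14*-80 it was 2.23 ± 0.302 in control and 1.39 ± 0.191 in salt, a ratio of 0.622. For these 3 sites both salt libraries lay on one side of both control libraries, and the two-sided exact permutation test gave p = 0.333, its smallest possible value. *RPS16*-212 had 1.03 ± 0.263 in control and 0.769 ± 0.271 in salt (ratio 0.743, exact permutation p = 0.667). *PSBF*-77 had 0.990 ± 0.249 in control and 1.00 ± 0.624 in salt (ratio 1.01, exact permutation p = 1), and its ratio fell to 0.729 with tags of 20 to 24 nt only. The same restriction moved *NDHA*-1073 most, to a ratio of 12.9, because 1 control read remained. Under this restriction *RPS14*-80 had a ratio of 0.900 and the separation of the libraries was lost (exact permutation p = 1). At *NDHA*-1073, 9 of 11 unedited and 0 of 15 edited leaf reads carried a mismatch besides the edited base, and at *NDHB*-149 41 of 62 and 0 of 22. Assembly from edited-form primers favours this pattern, so the source of these reads remains open. Without them, control and salt coverage was 6 and 11 reads at *NDHA*-1073 and 15 and 28 at *NDHB*-149. That setting was added after the data were seen.

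**Figure D3:**
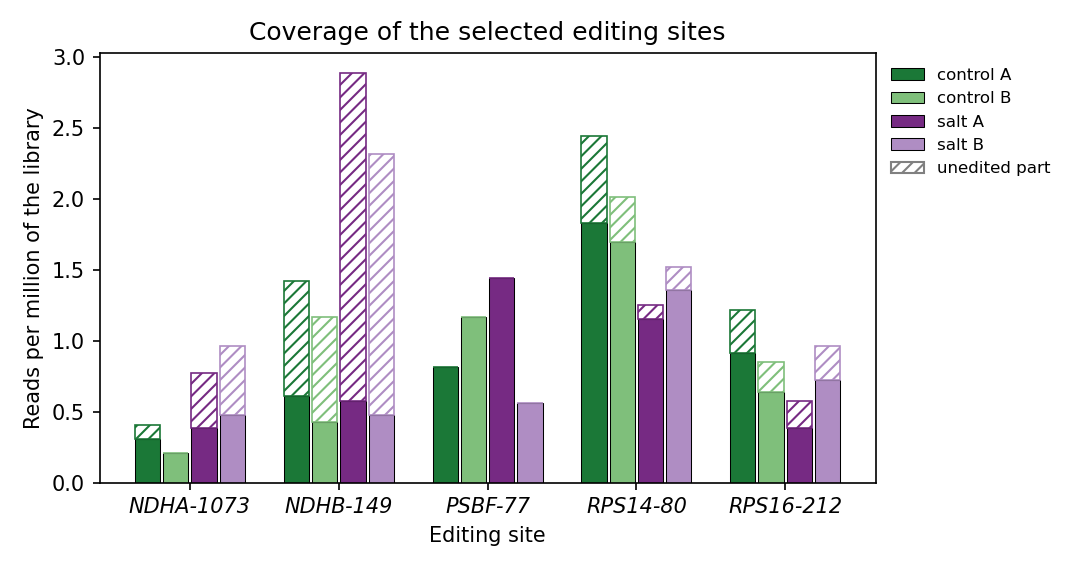
Coverage of the 5 selected sites (x axis) in RPM, scaled to the total reads of the library (y axis), with one bar per leaf sRNAs library. The filled part is edited reads and the hatched part unedited reads, and the hatched part at *NDHB*-149 is larger in both salt libraries (2.31 and 1.84) than in the control libraries (0.814 and 0.742).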

Plastid sRNAs present as peaks of sequence reads indicated that they are found at coverage levels similar to, or even higher than matching mRNAs (Zhelyazkova *et al*., 2011). The parameters that determine the rate of the initiating endonucleolytic cleavage for chloroplast RNA decay are not known. These parameters are likely to include sequence and structure of mRNAs, their extent of ribosome association, and the presence of other RNA-binding proteins that mask or expose potential RNase cleavage sites (Barkan, 2011). Therefore, an increase in translation and consequent protection by the ribosome and PPR-like proteins association can lead to a reduction in the degradation of edited transcripts. This could explain the reverse correlation between total sRNA coverage decrease in editing sites and the increase in editing percentage demonstrated by RT-qPCR assays, as observed for *NDHB*-149.

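In the leaf sRNAs libraries, edited reads at *NDHB*-149 amounted to 0.519 RPM (reads scaled to the total of the libraries) in control and 0.524 RPM in salt, a ratio of 1.01. Unedited reads were 0.779 RPM in control and 2.05 RPM in salt, a ratio of 2.64. Without the tags that carry the substitution C32A, counted from the 5′ end of the sequence around the site with the edited C at position 21, coverage was 15 reads in control and 32 reads in salt. This setting was added after the data were seen, and the salt to control ratio of coverage in RPM was then 1.84 (exact permutation p = 0.333, the smallest possible value with 2 against 2 libraries). Of the 25 unedited reads kept, 20 do not reach position 32, so they cannot be told to lack the substitution. With only the tags that have the assembled base there, also a later setting, coverage was 7 reads in control and 10 in salt. How much of the rise comes from plastid reads therefore remains open.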

The *NDHB* gene encodes part of the hydrophobic thylakoid-inserted arm in the NAD(P)H dehydrogenase (NDH) complex; this complex plays a role in alleviating over-reduction in the stroma under stress conditions (Martín and Sabater, 2010; Peng *et al*., 2011); therefore, the increase in *NDHB*-149 editing found after 4 hours of salt treatment could contribute to the maintenance of the NDH complex, avoiding an initial impact in the redox state of plastids in treated plants. Moreover, *NDHB* editing maintenance is also essential to cyclic electron flow around photosystem 1 (CEF1), that has been demonstrated as a correlated process in salt tolerance (Lu *et al*., 2008). In *G. max* varieties, chlorophyll fluorescence, NDH-dependent CEF activity, *NDHB* mRNA abundance, and constitutive levels of NDH-B protein were much higher in a salt-tolerant variety than in the salt-sensitive one (He *et al*., 2015);. The elevated editing percentage, observed 4 hours after salt treatment, can be linked to this increase in translation of the *NDHB* gene and NDH-dependent CEF activity enhancement in the salt-tolerance response. Our chloroplast gene expression data presented no differences, but other experimental approaches are necessary to confirm a possible role of transcriptional changes in the increase of editing. After 24 hours of treatment, the *NDHB* editing level returned to normal baseline, possibly causing a mechanism by which the photosynthesis system can be impaired, when ROS begin to cause effects, such as inhibition of PSII repair and of protein synthesis.

The impact of non-editing of the *PSBF* plastid gene has been described in an *LPA66* mutant for which a PPR responsible for editing *PSBF*-77 should be encoded. Its morphological aspects were reduced growth, and pale green leaves under optimal growth, due to perturbed PSII functions (Cai *et al*., 2009). In our results, the editing percentage of *PSBF*-77 showed an increase during the salt stressed condition, probably aiming at translation and repair enhancement of PSII. Although after 24 hours of treatment an increase in editing percentage of *PSBF* transcripts (component of PSII) occurred, salt stress has been reported to enhance photodamage to PSII by excess ROS suppressing transcription and translation of the *PSBA* gene and inhibiting the repair of PSII in *Synechocystis* (Kreslavski *et al*., 2007; Murata *et al*., 2007).

The *RPS14* and *RPS16* genes encode small ribosomal subunits, and among the plastid ribosomal genes, *RPS16* is an essential plastid gene that cannot be inactivated, having thus, an important role in the translation process (Tiller *et al*., 2012). In both treatment intervals, the editing percentage showed an increase, being higher at 24 hours than at 4 hours of treatment. This increase can be related to a need for further translation of plastid proteins under salt stress. Decreased or incomplete editing of *RPS14* and *RPS16* transcripts can affect the plastid-encoded protein synthesis. Effects of incomplete editing in *RPS12* were reported, resulting in the synthesis of polymorphic polypeptides in plant mitochondria (Phreaner, 1996). In heat stress, the editing status of *RPS14* decreased rapidly in response to change in temperature, and it remained low after an extended period of acclimatization (Nakajima and Mulligan, 2001). *RPS14* and *RPS16* gene expression is regulated by cytokinins (CK) and abscisic acid (ABA) (Cherepneva *et al*., 2003; Yamburenko *et al*., 2013). Chloroplast transcription can be stimulated by CK in response to ABA, drought, and salt-induced senescence. Specific ABA and stress-responsive CK receptors have been described, and maybe a cross-talk among CK, ABA and stress signaling pathways exists (Tran *et al*., 2007). The increase in editing of *RPS14* and *RPS16* transcripts can be linked to a CK response against salt-induced senescence.

Based on our results, salt stress enhances the editing process in transcript components of the NDH, PSII, and translation complexes. All analyzed editing sites had a percentage of increase that can be a response to keep homeostasis of chloroplast functions. The maintenance of edited codons seems to be essential for protein function, and the editing process responds to this demand. Other studies that measure transcription, editing and translation of edited genes in different time intervals and salt concentrations can help to reveal the floating diversity in all edited transcripts and correlate these to other salt stress-induced responses of the editing process.

## Supplementary Material

The following online material is available for this article:

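Table S1 gives, for each C that PREP-Cp predicted to be edited, the position in the coding sequence, the codon and amino acid before and after editing, the prediction score, and the coverage and edited reads in each leaf sRNAs library. Summed over the 2 libraries of a condition, the paper's coverage at *RPS14*-80 is 44 reads in control and 37 in salt, and counting here gave 43 and 32. At *PSBE*-214 the paper's coverage is 45 and 46 reads, and 46 and 46 were counted here. At *NDHB*-149 the paper's coverage is 16 and 32 reads, and 25 and 59 were counted here. At *RPS14*-194 the paper has 2 edited control reads, and 0 were found here. In the paper's counts for *RPS16*-212, 15 of 18 control reads and 13 of 19 salt reads are edited. Two-sided Fisher's exact tests on the paper's summed reads gave p = 0.341 for *NDHA*-1073, p = 0.122 for *NDHB*-149, p = 0.363 for *RPS14*-80 and p = 0.447 for *RPS16*-212. At *NDHA*-1073 the lowest coverage counted here in a library was 2 reads.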

Table S1 - Editing analyses of plastid CDS from small RNA seq.

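Table S2 lists primers whose 3′ base is meant to pair with either the edited or the unedited base of a site, and a common primer on the other side. The specific primers were placed on the sequences assembled from the leaf tags, in the edited form. The 3′ base lay at the site for both specific primers of *NDHB*-149, *PSBF*-77 and *RPS14*-80. There the primers for the edited form had 0 mismatches and those for the unedited form had 1. The *NDHB*-149 sequence was started from the 27 nt of its edited-form primer, and the *PSBF*-77 sequence from 22 of 23 nt. Their match to these primers was therefore largely fixed beforehand. The *RPS14*-80 sequence was started from the common primer. For *NDHA*-1073 and *RPS16*-212 the best ungapped placement of the specific primers as printed put their 3′ base 1 nt from the site, and the *RPS16*-212 primers had 1 mismatch each. The common primers of *NDHA*, *NDHB* and *RPS16* lie outside the assembled sequences.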

Table S2 - Sequences and descriptions of real time primers.

Table S3 - Editing analyses of plastid CDS from mRNA seq.

Table S4 - Means of RT-qPCR primer efficiency and correlation.

Table S5 - Identification of chloroplast genes in heatmap.

Figure S1 - Heatmap of relative expression of plastid genes.

Figure S2 - Heatmap of relative expression of plastid genes and differentially expressed nuclear genes.

Figure S3 - Boxplot of percentage editing of the NDHA-1073 editing site.

# Supplementary material for: Salt stress affects mRNA editing in soybean chloroplasts
**Source:** Genet Mol Biol. 2017 Mar 2;40(1 Suppl 1):200–8. doi: 10.1590/1678-4685-GMB-2016-0055
**Supplement:** Supplementary file 1

**Table S1-** Editing analyses of plastid CDS using PREP prediction and reads derived from small RNA seq

| Gene | SNP       | nt   | AA<br>Change | AA  | PREP<br>score | Cnt-1 | Edited | % editing  | Cnt-2 | Edited | % editing  | Salt-1 | Edited | % editing  | Salt-2 | Edited | % editing  |
|------|-----------|------|--------------|-----|---------------|-------|--------|------------|-------|--------|------------|--------|--------|------------|--------|--------|------------|
| accD | CAT - TAT | 229  | H - Y        | 77  | 1             | 1     | 0      | no editing | 1     | 0      | no editing | 1      | 0      | no editing | 1      | 0      | no editing |
|      | TCG - TTG | 617  | S - L        | 206 | 0.80          | 7     | 6      | 0.86       | 5     | 5      | 1.00       | 8      | 8      | 1.00       | 0      | 0      | nd         |
|      | ACT - ATT | 764  | T - I        | 255 | 0.60          | 6     | 0      | no editing | 6     | 0      | no editing | 4      | 0      | no editing | 15     | 0      | no editing |
|      | GCA - GTA | 839  | A - V        | 280 | 1.00          | 0     | 0      | nd         | 1     | 0      | no editing | 0      | 0      | nd         | 1      | 0      | no editing |
|      | TCA - TTA | 1208 | S - L        | 403 | 0.60          | 0     | 0      | nd         | 2     | 0      | no editing | 6      | 0      | no editing | 4      | 0      | no editing |
| atpF | CCA - CTA | 92   | P - L        | 31  | 0.86          | 0     | 0      | nd         | 3     | 3      | 1.00       | 3      | 3      | 1.00       | 3      | 3      | 1.00       |
| ccsA | TCT - TTT | 563  | S - F        | 188 | 0.6           | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|      | CCT - TCT | 970  | P - S        | 324 | 0.6           | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
| clpP | GCA - GTA | 323  | A - V        | 108 | 0.57          | 6     | 0      | no editing | 3     | 0      | no editing | 5      | 0      | no editing | 1      | 0      | no editing |
|      | CAC - TAC | 559  | H - Y        | 187 | 1             | 16    | 13     | 0.81       | 16    | 13     | 0.81       | 8      | 8      | 1.00       | 14     | 10     | 0.71       |
| matK | TCT - TTT | 11   | S - F        | 4   | 0.67          | 15    | 0      | no editing | 19    | 0      | no editing | 12     | 0      | no editing | 24     | 0      | no editing |
|      | CAT - TAT | 427  | H - Y        | 143 | 0.86          | 49    | 0      | no editing | 74    | 0      | no editing | 71     | 0      | no editing | 70     | 0      | no editing |
|      | TCA - TTA | 434  | S - L        | 145 | 0.57          | 54    | 0      | no editing | 81    | 0      | no editing | 75     | 0      | no editing | 74     | 0      | no editing |
|      | CCA - TCA | 571  | P - S        | 191 | 0.71          | 1     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|      | TCT - TTT | 935  | S - F        | 312 | 0.57          | 6     | 0      | no editing | 10    | 0      | 0.00       | 13     | 0      | 0.00       | 12     | 1      | 0.08       |
|      | TCA - TTA | 1022 | S - L        | 341 | 0.71          | 6     | 0      | no editing | 8     | 0      | no editing | 10     | 0      | no editing | 6      | 0      | no editing |
|      | CTT - TTT | 1081 | L - F        | 361 | 0.57          | 4     | 0      | no editing | 2     | 0      | no editing | 3      | 0      | no editing | 3      | 0      | no editing |
|      | TCT - TTT | 1235 | S - F        | 412 | 0.71          | 3     | 0      | no editing | 4     | 0      | no editing | 1      | 0      | no editing | 1      | 0      | no editing |
| ndhA | GCG - GTG | 1340 | A - V        | 447 | 0.86          | 4     | 0      | no editing | 6     | 0      | no editing | 6      | 0      | no editing | 4      | 0      | no editing |
|      | GCC - GTC | 92   | A - V        | 31  | 0.67          | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|      | GCA - GTA | 137  | A - V        | 46  | 1             | 3     | 0      | no editing | 5     | 0      | no editing | 2      | 0      | no editing | 3      | 0      | no editing |
|      | TCA - TTA | 341  | S - L        | 114 | 1             | 0     | 0      | nd         | 1     | 0      | no editing | 0      | 0      | no editing | 0      | 0      | nd         |
| ndhB | TCT - TTT | 1073 | S - F        | 358 | 1             | 4     | 3      | 0.75       | 1     | 1      | 1.00       | 5      | 1      | 0.20       | 15     | 9      | 0.60       |
|      | CCT - CTT | 74   | P - L        | 25  | 1             | 2     | 0      | no editing | 1     | 0      | no editing | 0      | 0      | nd         | 5      | 0      | no editing |

| Gene | SNP       | nt   | AA<br>Change | AA  | PREP<br>score | Cnt-1 | Edited | % editing  | Cnt-2 | Edited | % editing  | Salt-1 | Edited | % editing  | Salt-2 | Edited | % editing  |
|------|-----------|------|--------------|-----|---------------|-------|--------|------------|-------|--------|------------|--------|--------|------------|--------|--------|------------|
| ndhD | TCA - TTA | 149  | S - L        | 50  | 1             | 11    | 6      | 0.55       | 5     | 4      | 0.80       | 18     | 6      | 0.33       | 14     | 5      | 0.36       |
|      | ACG - ATG | 542  | T - M        | 181 | 1             | 0     | 0      | nd         | 1     | 1      | 1.00       | 1      | 1      | 1.00       | 0      | 0      | nd         |
|      | CAT - TAT | 586  | H - Y        | 196 | 1             | 0     | 0      | nd         | 1     | 1      | 1.00       | 2      | 2      | 1.00       | 2      | 0      | no editing |
|      | TCA - TTA | 611  | S - L        | 204 | 0.8           | 5     | 0      | no editing | 6     | 0      | no editing | 1      | 0      | no editing | 9      | 0      | no editing |
|      | CCA - CTA | 737  | P - L        | 246 | 1             | 1     | 1      | 1.00       | 2     | 2      | 1.00       | 0      | 0      | nd         | 0      | 0      | nd         |
|      | TCT - TTT | 746  | S - F        | 249 | 1             | 1     | 1      | 1.00       | 4     | 4      | 1.00       | 2      | 0      | 0.00       | 2      | 1      | 0.50       |
|      | TCA - TTA | 830  | S - L        | 277 | 1             | 0     | 0      | nd         | 2     | 1      | 0.50       | 1      | 1      | 1.00       | 6      | 4      | 0.67       |
|      | TCA - TTA | 836  | S - L        | 279 | 1             | 0     | 0      | nd         | 2     | 2      | 1.00       | 0      | 0      | nd         | 7      | 6      | 0.86       |
|      | TCA - TTA | 1112 | S - L        | 371 | 1             | 6     | 4      | 0.67       | 4     | 4      | 1.00       | 6      | 5      | 0.83       | 5      | 3      | 0.60       |
|      | CAT - TAT | 1255 | H - Y        | 419 | 1             | 1     | 1      | 1.00       | 0     | 0      | nd         | 0      | 0      | nd         | 1      | 0      | no editing |
|      | CCC - TCC | 1414 | P - S        | 472 | 1             | 2     | 0      | no editing | 5     | 0      | no editing | 2      | 0      | no editing | 1      | 0      | no editing |
|      | CCA - CTA | 1481 | P - L        | 494 | 1             | 3     | 3      | 1.00       | 3     | 3      | 1.00       | 3      | 2      | 0.67       | 4      | 4      | 1.00       |
|      | ACG - ATG | 2    | T - M        | 1   | 1             | 1     | 0      | 0.00       | 1     | 1      | 1.00       | 0      | 0      | nd         | 0      | 0      | nd         |
|      | ACA - ATA | 26   | T - I        | 9   | 1             | 1     | 0      | no editing | 1     | 0      | no editing | 1      | 0      | no editing | 0      | 0      | nd         |
|      | TCA - TTA | 674  | S - L        | 225 | 1             | 0     | 0      | nd         | 0     | 0      | nd         | 1      | 1      | 1.00       | 0      | 0      | nd         |
|      | TCA - TTA | 878  | S - L        | 293 | 1             | 1     | 0      | no editing | 3     | 2      | 0.67       | 2      | 2      | 1.00       | 3      | 2      | 0.67       |
| ndhF | TCA - TTA | 1298 | S - L        | 433 | 0.80          | 0     | 0      | nd         | 2     | 2      | 1.00       | 0      | 0      | nd         | 1      | 0      | no editing |
|      | CTT - TTT | 1405 | L - F        | 469 | 0.80          | 2     | 0      | no editing | 1     | 1      | no editing | 3      | 0      | no editing | 1      | 0      | no editing |
|      | GCT - GTT | 1460 | A - V        | 487 | 0.80          | 0     | 0      | nd         | 4     | 4      | no editing | 6      | 0      | no editing | 4      | 0      | no editing |
|      | GCT - GTT | 1475 | A - V        | 492 | 0.60          | 0     | 0      | nd         | 1     | 1      | no editing | 1      | 0      | no editing | 2      | 0      | no editing |
|      | CAT - TAT | 13   | H - Y        | 5   | 1             | 1     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|      | CTT - TTT | 241  | L - F        | 81  | 1             | 0     | 0      | nd         | 3     | 0      | no editing | 1      | 0      | no editing | 2      | 0      | no editing |
|      | TCA - TTA | 290  | S - L        | 97  | 1             | 1     | 0      | no editing | 0     | 0      | nd         | 1      | 0      | no editing | 0      | 0      | nd         |
|      | CTT - TTT | 388  | L - F        | 130 | 1             | 0     | 0      | nd         | 0     | 0      | nd         | 1      | 0      | no editing | 0      | 0      | nd         |
|      | CTT - TTT | 586  | L - F        | 196 | 0.80          | 1     | 0      | no editing | 3     | 1      | 0.33       | 2      | 0      | no editing | 1      | 0      | no editing |
|      | CTC - TTC | 691  | L - F        | 231 | 0.60          | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 1      | 0      | no editing |

| Gene  | SNP       | nt   | AA<br>Change | AA   | PREP<br>score | Cnt-1 | Edited | % editing  | Cnt-2 | Edited | % editing  | Salt-1 | Edited | % editing  | Salt-2 | Edited | % editing  |
|-------|-----------|------|--------------|------|---------------|-------|--------|------------|-------|--------|------------|--------|--------|------------|--------|--------|------------|
| ndhG  | ACT - ATT | 1577 | T - I        | 526  | 0.60          | 2     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 1      | 0      | no editing |
|       | CAT - TAT | 166  | H - Y        | 56   | 0.80          | 3     | 0      | no editing | 1     | 0      | no editing | 0      | 0      | nd         | 2      | 0      | no editing |
|       | ACA - ATA | 314  | T - I        | 105  | 0.80          | 2     | 0      | no editing | 1     | 0      | no editing | 3      | 0      | no editing | 1      | 0      | no editing |
|       | CAC - TAC | 361  | H - Y        | 121  | 1             | 3     | 0      | no editing | 5     | 0      | no editing | 6      | 0      | no editing | 8      | 0      | no editing |
|       | CCC - TCC | 385  | P - S        | 129  | 0.80          | 5     | 0      | no editing | 3     | 0      | no editing | 4      | 0      | no editing | 3      | 0      | no editing |
| psaI  | CAT - TAT | 79   | H - Y        | 27   | 1             | 0     | 0      | nd         | 1     | 1      | 1.00       | 3      | 3      | 1.00       | 0      | 0      | nd         |
| psbE  | CCT - TCT | 214  | P - S        | 72   | 1             | 23    | 21     | 0.91       | 22    | 20     | 0.91       | 22     | 20     | 0.91       | 24     | 24     | 1.00       |
| psbF  | TCT - TTT | 77   | S - F        | 26   | 1             | 8     | 8      | 1.00       | 10    | 10     | 1.00       | 14     | 14     | 1.00       | 7      | 7      | 1.00       |
| rpl2  | ACC - ATC | 5    | T - I        | 2    | 0.71          | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
| rpoA  | CCC - TCC | 847  | P - S        | 283  | 0.71          | 1     | 0      | no editing | 1     | 0      | no editing | 1      | 0      | no editing | 3      | 0      | no editing |
| rpoB  | TCT - TTT | 338  | S - F        | 113  | 1             | 2     | 1      | 0.50       | 1     | 1      | 1.00       | 2      | 0      | no editing | 1      | 1      | 1.00       |
|       | TCA - TTA | 551  | S - L        | 184  | 1             | 0     | 0      | nd         | 1     | 1      | 1.00       | 0      | 0      | nd         | 1      | 0      | no editing |
|       | TCG - TTG | 566  | S - L        | 189  | 1             | 0     | 0      | nd         | 3     | 1      | 0.33       | 1      | 0      | no editing | 2      | 1      | 0.50       |
|       | TCT - TTT | 2000 | S - F        | 667  | 1             | 1     | 1      | 1.00       | 0     | 0      | nd         | 1      | 1      | 1.00       | 5      | 1      | 0.20       |
|       | ACA - ATA | 2336 | T - I        | 779  | 1             | 1     | 0      | no editing | 3     | 0      | no editing | 0      | 0      | nd         | 0      | 0      | nd         |
| rpoC1 | GCT - GTT | 2819 | A - V        | 940  | 1             | 2     | 1      | 0.50       | 1     | 0      | no editing | 0      | 0      | nd         | 0      | 0      | nd         |
|       | GCT - GTT | 3209 | A - V        | 1070 | 0.57          | 0     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 1      | 0      | no editing |
|       | TCA - TTA | 41   | S - L        | 14   | 1             | 0     | 0      | nd         | 1     | 1      | 1.00       | 0      | 0      | nd         | 5      | 0      | no editing |
|       | TCA - TTA | 488  | S - L        | 163  | 0.71          | 0     | 0      | nd         | 1     | 0      | no editing | 0      | 0      | nd         | 3      | 2      | 0.67       |
|       | CAC - TAC | 517  | H - Y        | 173  | 0.57          | 0     | 0      | nd         | 1     | 0      | no editing | 1      | 0      | no editing | 0      | 0      | nd         |
| rpoC2 | ACG - ATG | 1556 | T - M        | 519  | 0.86          | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 1      | 0      | no editing |
|       | CTT - TTT | 832  | L - F        | 278  | 0.86          | 1     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|       | CTT - TTT | 1507 | L - F        | 503  | 0.57          | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|       | GCA - GTA | 1544 | A - V        | 515  | 0.50          | 0     | 0      | nd         | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|       | CCT - TTT | 1585 | P - F        | 529  | 1             | 1     | 0      | no editing | 1     | 0      | no editing | 1      | 0      | no editing | 2      | 0      | no editing |
|       | CCT - TTT | 1586 | P - F        | 529  | 1             | 1     | 0      | no editing | 1     | 0      | no editing | 1      | 0      | no editing | 2      | 0      | no editing |

| Gene  | SNP       | nt   | AA<br>Change | AA   | PREP<br>score | Cnt-1 | Edited | % editing  | Cnt-2 | Edited | % editing  | Salt-1 | Edited | % editing  | Salt-2 | Edited | % editing  |
|-------|-----------|------|--------------|------|---------------|-------|--------|------------|-------|--------|------------|--------|--------|------------|--------|--------|------------|
|       | CAT - TAT | 1666 | H - Y        | 556  | 0.86          | 1     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 0      | 0      | nd         |
|       | TCG - TTG | 2696 | S - L        | 899  | 0.57          | 3     | 0      | no editing | 1     | 0      | no editing | 1      | 0      | no editing | 0      | 0      | nd         |
|       | CAT - TAT | 3004 | H - Y        | 1002 | 0.57          | 0     | 0      | nd         | 1     | 0      | no editing | 2      | 0      | no editing | 0      | 0      | nd         |
|       | TCG - TTG | 3017 | S - L        | 1006 | 0.71          | 0     | 0      | nd         | 2     | 0      | no editing | 3      | 0      | no editing | 1      | 0      | no editing |
|       | ACA - ATA | 3284 | T - I        | 1095 | 0.57          | 2     | 1      | 0.50       | 1     | 0      | 0.00       | 1      | 0      | no editing | 0      | 0      | nd         |
|       | TCG - TTG | 4040 | S - L        | 1347 | 0.71          | 0     | 0      | nd         | 3     | 0      | no editing | 6      | 0      | no editing | 2      | 0      | no editing |
|       | ACA - ATA | 4046 | T - I        | 1349 | 0.57          | 0     | 0      | nd         | 1     | 0      | no editing | 3      | 0      | no editing | 3      | 0      | no editing |
|       | ACA - ATA | 4139 | T - I        | 1380 | 0.50          | 2     | 0      | no editing | 0     | 0      | nd         | 0      | 0      | nd         | 1      | 0      | no editing |
| rps14 | TCA - TTA | 80   | S - L        | 27   | 1.00          | 24    | 18     | 0.75       | 20    | 17     | 0.85       | 16     | 14     | 0.88       | 21     | 19     | 0.90       |
|       | TCG - TTG | 194  | S - L        | 65   | 0.71          | 20    | 1      | 0.05       | 26    | 1      | 0.04       | 9      | 1      | 0.11       | 11     | 1      | 0.09       |
| rps16 | TCA - TTA | 212  | S - L        | 71   | 0.83          | 10    | 9      | 0.90       | 8     | 6      | 0.75       | 7      | 4      | 0.57       | 12     | 9      | 0.75       |

# Supplementary material for: Salt stress affects mRNA editing in soybean chloroplasts
**Source:** Genet Mol Biol. 2017 Mar 2;40(1 Suppl 1):200–8. doi: 10.1590/1678-4685-GMB-2016-0055
**Supplement:** Supplementary file 2

**Table S2-** Sequences and descriptions of real time primers

| <b>Primer</b> | <b>Sequence (5'-3')</b>              | <b>Description</b>               |
|---------------|--------------------------------------|----------------------------------|
| ndhA-358_Ra   | CTTTTTTTTACAGTGAAAACAGTTGAA <u>A</u> | Reverse primer for edited form   |
| ndhA-358_Rg   | CTTTTTTTTACAGTGAAAACAGTTGAG <u>G</u> | Reverse primer for unedited form |
| ndhA_F        | TTTCTATCGCAACAAGATGGA                | Forward universal primer         |
| ndhB-50_Ft    | CCTAATTCTTCTTCTGATGATTGATT <u>T</u>  | Forward primer for edited form   |
| ndhB-50_Fc    | CCTAATTCTTCTTCTGATGATTGATT <u>C</u>  | Forward primer for unedited form |
| ndhB_R        | CGTTGAAATTGTTTCGTTTGG                | Reverse universal primer         |
| psbF-77_Ra    | TGCTGATATTGATCCCAAAAAA <u>A</u>      | Reverse primer for edited form   |
| psbF-77_Rg    | TGCTGATATTGATCCCAAAAAA <u>G</u>      | Reverse primer for unedited form |
| psbF-77_F     | TACGATGGTTGGCTGTTAC                  | Forward universal primer         |
| rps14-80_Ft   | ATTTGATTCGCCGATCCT <u>T</u>          | Forward primer for edited form   |
| rps14-80_Fc   | ATTTGATTCGCCGATCCT <u>C</u>          | Forward primer for unedited form |
| rps14_R       | GCGGTCTTCCGGTCG                      | Reverse universal primer         |
| rps16-212_Ra  | CATAAAAACACCAGCCCTTTT <u>A</u>       | Reverse primer for edited form   |
| rps16-212_Rg  | CATAAAAACACCAGCCCTTTT <u>G</u>       | Reverse primer for unedited form |
| rps16_F       | AGCCGTTTATCGAATCGTTG                 | Forward universal primer         |

# Supplementary material for: Salt stress affects mRNA editing in soybean chloroplasts
**Source:** Genet Mol Biol. 2017 Mar 2;40(1 Suppl 1):200–8. doi: 10.1590/1678-4685-GMB-2016-0055
**Supplement:** Supplementary file 3

**Table S3** - Editing analyses of plastid CDS using PREP prediction and reads derived from mRNA seq

| Gene         | Position<br>(nt) | PREP<br>score | Cnt-1     | % editing   | Cnt-2     | % editing   | Salt-1    | % editing   | Salt-2    | % editing   |
|--------------|------------------|---------------|-----------|-------------|-----------|-------------|-----------|-------------|-----------|-------------|
| <i>ndhA</i>  | <b>1073</b>      | <b>1</b>      | <b>5</b>  | <b>0.60</b> | <b>7</b>  | <b>0</b>    | <b>11</b> | <b>0.91</b> | <b>0</b>  | <b>nd</b>   |
| <i>ndhB</i>  | <b>149</b>       | <b>1</b>      | <b>5</b>  | <b>1</b>    | <b>0</b>  | <b>nd</b>   | <b>2</b>  | <b>1</b>    | <b>4</b>  | <b>1</b>    |
| <i>psbF</i>  | <b>77</b>        | <b>1</b>      | <b>8</b>  | <b>1</b>    | <b>10</b> | <b>1</b>    | <b>14</b> | <b>1</b>    | <b>7</b>  | <b>1</b>    |
| <i>rps14</i> | <b>80</b>        | <b>1</b>      | <b>24</b> | <b>0.75</b> | <b>17</b> | <b>0.85</b> | <b>14</b> | <b>0.88</b> | <b>19</b> | <b>0.90</b> |
| <i>rps16</i> | <b>212</b>       | <b>0.83</b>   | <b>10</b> | <b>0.90</b> | <b>6</b>  | <b>0.75</b> | <b>4</b>  | <b>0.57</b> | <b>9</b>  | <b>0.75</b> |
| <i>accD</i>  | 617              | 0.8           | 194       | 0.94        | 5         | 1           | 8         | 1           | 0         | nd          |
| <i>atpF</i>  | 92               | 0.86          | 36        | 0.97        | 3         | 1           | 3         | 1           | 3         | 1           |
| <i>clpP</i>  | 559              | 1             | 0         | nd          | 13        | 0.81        | 8         | 1           | 10        | 0.71        |
| <i>matK</i>  | 935              | 0.57          | 0         | nd          | 0         | nd          | 0         | nd          | 1         | 0.08        |
| <i>ndhB</i>  | 542              | 1             | 0         | nd          | 1         | 1           | 1         | 1           | 0         | nd          |
|              | 586              | 1             | 0         | ne          | 1         | 1           | 2         | 1           | 0         | nd          |
|              | 737              | 1             | 1         | 1           | 2         | 1           | 0         | nd          | 0         | nd          |
|              | 746              | 1             | 1         | 1           | 4         | 1           | 0         | nd          | 1         | 0.50        |
|              | 830              | 1             | 0         | nd          | 1         | 0.50        | 1         | 1           | 4         | 0.67        |
|              | 836              | 1             | 0         | nd          | 2         | 1           | 0         | nd          | 6         | 0.86        |
|              | 1112             | 1             | 6         | 0.67        | 4         | 1           | 5         | 0.83        | 3         | 0.60        |
|              | 1255             | 1             | 1         | 1           | 0         | nd          | 0         | nd          | 0         | nd          |
|              | 1481             | 1             | 3         | 1           | 3         | 1           | 2         | 0.67        | 4         | 1           |
|              | 2                | 1             | 1         | ne          | 1         | 1           | 0         | nd          | 0         | nd          |
| <i>ndhD</i>  | 674              | 1             | 0         | nd          | 0         | nd          | 1         | 1           | 0         | nd          |
|              | 878              | 1             | 1         | ne          | 2         | 0.67        | 2         | 1           | 2         | 0.67        |
|              | 1298             | 0.8           | 0         | nd          | 2         | 1           | 0         | nd          | 0         | nd          |
|              | 586              | 0.8           | 1         | ne          | 1         | 0.33        | 0         | nd          | 0         | nd          |
| <i>ndhF</i>  | 586              | 0.8           | 1         | ne          | 1         | 0.33        | 0         | nd          | 0         | nd          |
| <i>psaI</i>  | 79               | 1             | 0         | nd          | 1         | 1           | 3         | 1           | 0         | nd          |
| <i>psbE</i>  | 214              | 1             | 23        | 0.91        | 20        | 0.91        | 20        | 0.91        | 24        | 1           |
| <i>rpoB</i>  | 338              | 1             | 2         | 0.50        | 1         | 1           | 0         | nd          | 1         | 1           |
|              | 551              | 1             | 0         | nd          | 1         | 1           | 0         | nd          | 0         | nd          |
|              | 566              | 1             | 0         | nd          | 1         | 0.33        | 0         | nd          | 1         | 0.50        |
|              | 2000             | 1             | 1         | 1           | 0         | nd          | 1         | 1.00        | 1         | 0.20        |
|              | 2819             | 1             | 2         | 0.50        | 0         | nd          | 0         | nd          | 0         | nd          |
| <i>rpoC1</i> | 41               | 1             | 0         | nd          | 1         | 1           | 0         | nd          | 0         | nd          |
|              | 488              | 0.71          | 0         | nd          | 0         | nd          | 0         | nd          | 2         | 0.67        |
| <i>rpoC2</i> | 3284             | 0.57          | 2         | 0.50        | 0         | nd          | 0         | nd          | 0         | nd          |
| <i>rps14</i> | 194              | 0.71          | 20        | 0.05        | 26        | 0.04        | 9         | 0.11        | 11        | 0.09        |

# Supplementary material for: Salt stress affects mRNA editing in soybean chloroplasts
**Source:** Genet Mol Biol. 2017 Mar 2;40(1 Suppl 1):200–8. doi: 10.1590/1678-4685-GMB-2016-0055
**Supplement:** Supplementary file 4

**Table S4** - Means of RT-qPCR primer efficiency and correlation by primer

| <b>Primer</b>        | <b>Efficiency (Mean)</b> | <b>R (Mean)</b> |
|----------------------|--------------------------|-----------------|
| <i>NDHA</i> -1073_Ra | 1.99                     | 0.993           |
| <i>NDHA</i> -1073_Rg | 1.94                     | 0.992           |
| <i>NDHB</i> -149_Ft  | 1.91                     | 0.996           |
| <i>NDHB</i> -149_Fc  | 1.86                     | 0.998           |
| <i>PSBF</i> -77_Ra   | 2                        | 0.996           |
| <i>PSBF</i> -77_Rg   | 1.98                     | 0.997           |
| <i>RPS14</i> -80_Ft  | 1.97                     | 0.993           |
| <i>RPS14</i> -80_Fc  | 2                        | 0.993           |
| <i>RPS16</i> -212_Ra | 1.99                     | 0.994           |
| <i>RPS16</i> -212_Rg | 1.99                     | 0.994           |

# Supplementary material for: Salt stress affects mRNA editing in soybean chloroplasts
**Source:** Genet Mol Biol. 2017 Mar 2;40(1 Suppl 1):200–8. doi: 10.1590/1678-4685-GMB-2016-0055
**Supplement:** Supplementary file 7

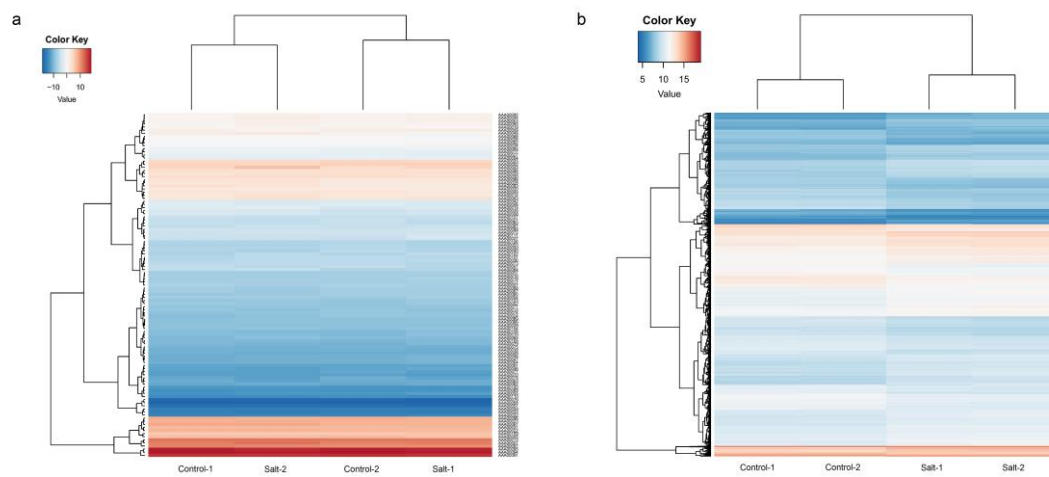

**Figure S2** - Heatmap of relative expression of plastid genes and differentially expressed nuclear genes.

How the deposited data were processed for this re-analysis (not part of the article)

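The data were 8 sRNAs libraries of soybean, 2 each from control leaves, salt-treated leaves, control roots and salt-treated roots, harvested 4 hours after 200 mM NaCl was added or not. The authors collapsed the reads of each library to distinct sequences and deposited each sequence with its read count, without normalization and without a genome alignment. How adapters were trimmed and reads were filtered is not given in the texts that were searched. Tags ranged from 10 to 44 nt. Library totals were 9431226 to 9830859 reads in control leaves, 10396040 to 12496447 in salt leaves, 9170432 to 10538409 in control roots and 8404029 to 9314336 in salt roots. Tissue and treatment came from the library records, and the letters A and B only name the libraries.

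The sites named follow a rule set before the data were examined, which was the 5 sites selected for RT-qPCR, *RPS14*-194 and any other sites of Table 1 with a p-value under 0.05, and further sites with a small adjusted p-value. *PSBE*-214 is named besides, because it is among the 7 sites that were reached. Genes to be named were those of Table 1, of which 6 were reached. No genome was used here, so the other predicted sites, the *NDHB* sites of Table 1 besides *NDHB*-149 among them, and a test over all plastid genes were left out, and so was the paper's filter against nuclear and mitochondrial sequences. Plastid sequence was assembled from overlapping tags starting from the primers of Table S2. *PSBF*-77 and the *RPS14* sites were counted from the start codon, *PSBE*-214 was counted back from the stop codon with the gene length of the RefSeq table, and the other sites were placed beside the primers by the codon of Table S1. Gene names, locus tags and neighbours were taken from the RefSeq gene table of Glycine_max_v4.0, and no coordinates of it were used.

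Tags of at least 18 nt on the coding strand that covered a site with at most 2 mismatches were counted as edited (T) or unedited (C). The site comparisons used two-sided Fisher's exact tests on reads summed over the 2 libraries of a condition, for sites with at least 5 reads in each, with Benjamini-Hochberg adjustment, and exact permutation tests of the library values. Fisher's test treats reads as independent and leaves out the spread between libraries, and the permutation test of 2 against 2 libraries cannot give a p-value under 0.333. Intervals are 95% Wilson intervals, and the smallest share a coverage can show was taken as 3 reads. The counting was tested on simulated tags, 2000 for each site at each of an editing percentage of 20 and of 80, and 99.8% to 100% of them were counted. These tags came from the same assembled sequences, without copies, so the test does not cover the accuracy on the real libraries.

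Reads on the assembled parts of the genes were tested with edgeR's quasi-likelihood test. The design had foreseen TMM over plastid genes and adjustment over all plastid genes. Because only parts of 6 genes were reached, TMM was computed over 66036 rows, nearly all of them single tags, and the adjustment was made over the genes tested, which was decided after the files were seen. On simulated counts of 66036 tags with 200 changed 4-fold, 164 changed tags were tested, 47 were called (28.7%), 4 unchanged tags were called, and the median log2 fold change recovered was 1.89 for raised and -2.18 for lowered tags. The simulation covered single tags, and the sensitivity of the test for sums over a gene was not simulated.

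The alternatives were at most 1 mismatch, each distinct tag counted once, tags of 20 to 24 nt only, the site at least 3 nt from both tag ends, removal of tags at more than 1 place, higher coverage minimums, a quasi-binomial logistic model, DESeq2, library size without TMM, a fit of all 8 libraries, tags without mismatch only, and each library left out in turn. Settings added after the data were seen were no mismatch besides the edited base, 3 ways of treating a substitution beside *NDHB*-149, coverage relative to the reads on the assembled sequences, and a lower minimum of 5 reads per tag in the gene test. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. RT-qPCR and mRNA libraries were not analysed here.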

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

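In this part, the comparisons of library totals for the 21 nt share were chosen after the result was seen. The paper does not report on the root libraries.

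The share of 21 nt reads moved in opposite directions with salt in the 2 tissues. In leaves it was 30.0% in control and 32.3% in salt, a change of 2.25 percentage points, and in roots it was 22.2% in control and 9.09% in salt, a change of -13.1 points. Both salt libraries were above both control libraries in leaves and below them in roots, and the difference between the changes was -15.4 points. An exact permutation of control and salt within each tissue gave a two-sided p = 0.0556. This is the smallest value that its 36 permutations allow, so the test cannot exclude a chance order of the libraries. In roots the SD between libraries was 0.729 points in control and 0.0516 points in salt (n = 2 each). Both were small beside the change of -13.1 points, which argues against a chance order in roots. In leaves the control SD of 2.36 points exceeded the change of 2.25 points, so chance remains open there. The root salt libraries held 0.899 times the reads of the root control libraries and the leaf salt libraries 1.19 times those of the leaf control libraries, so mean library size moved in the same direction as the share in both tissues. Library size alone did not set the root share, since the largest root salt library held 1.02 times the reads of the smallest root control library and had 9.05% of 21 nt reads against 22.7%. A few abundant tags did not account for it alone, since without the 1000 most abundant tags of each library the root salt libraries were still lower than the root control libraries, with a change of -6.98 points. The root salt libraries held a mean of 495928 distinct tags against 1465366 in root control, and their 1000 most abundant tags took 58.4% of the reads against 42.6%. RNA quality, size selection and sequencing batch were not tested, so a hypothesis of a root response to salt cannot be told apart from a difference in library preparation.

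Edited reads were present in the root libraries, above the 3 reads set as the smallest count. *PSBE*-214 had 13 edited reads of 13, *RPS14*-80 had 5 of 5 and *RPS16*-212 had 4 of 6, with both conditions summed, while *NDHB*-149 had 0 of 8, all in 1 control library, of which 2 remained without the tags that carry C32A (numbered from the 5′ end of the sequence around the site, edited C at 21). Coverage in RPM was lower than in leaves, with 0.336 against 2.20 at *PSBE*-214. Of the 4 sites with at least 5 reads in each tissue, 0 differed in editing percentage between leaf and root by Fisher's exact test after adjustment, and 0 had a raw p-value under 0.05. The count of other splits says nothing here, because 35 of the 35 splits of the 8 libraries into 4 and 4 gave at least 0 sites. Carry-over of reads between libraries was not tested, so editing in root plastids cannot be told apart from it.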

How the results depend on the processing

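The alternatives are those chosen beforehand unless they are called added. No test was past its threshold in the main setting at any site, so no alternative was able to remove a call, and no permutation test of 2 against 2 libraries can pass 0.05. No paired analysis was possible because neither the library records nor the paper pair a control library with a salt library.

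At *NDHB*-149 the editing difference was -19.7 percentage points, and it became -7.65 with tags of 20 to 24 nt only (Fisher's exact test, p = 0.408) and -25.1 with the site at least 3 nt from both tag ends (Fisher's exact test, p = 0.0303). In the latter setting 0 of 7 sites passed after adjustment and 1 had a raw p-value under 0.05. Under 3 added settings it was -29.2 without the tags that carry C32A (numbered from the 5′ end of the sequence around the site, edited C at 21), -16.5 with only the tags that reach that place and lack the substitution, and 4.29 with only the tags that have the assembled base there. The added setting of no mismatch besides the edited base turned *NDHA*-1073 from -33.3 to 7.58 points. At *RPS16*-212, -2.78 points became 3.64 with tags of 20 to 24 nt only and 6.35 with the site at least 3 nt from the ends. At *RPS14*-80, 11.6 points became 16.1 with tags of 20 to 24 nt only. With the site at least 3 nt from the ends it became 6.75 points (Fisher's exact test, p = 0.717). The coverage ratio of 1.01 at *PSBF*-77 became 0.971 with at most 1 mismatch and 0.729 with tags of 20 to 24 nt only. The cause of these changes was not tested, apart from the tests on copies given with the other observations.

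With each leaf library left out in turn, the editing difference ran from -50 to -25 points at *NDHA*-1073, from -22.5 to -16.0 at *NDHB*-149, from 6.41 to 15.6 at *RPS14*-80 and from -8.33 to 0 at *RPS16*-212. The coverage ratio at *NDHA*-1073 ran from 2.13 to 4.08 and that at *PSBF*-77 from 0.566 to 1.46.

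In the gene test, *PSBF* changed by 0.30 on the log2 scale with TMM, by -0.094 without TMM and by -0.019 with the added minimum of 5 reads per tag. *RPS16* changed by 0.13 with TMM, by -0.25 without it, by -0.060 with tags without mismatch only and by -0.18 with the added minimum, and from -0.11 to 0.41 with a library left out. The cause of the changes besides the scaling was not tested. The number of genes past the threshold was 0 in each of the 6 fits, with 1 gene, *NDHB*, at a raw p-value under 0.05 in the TMM fit and in the fit of tags without mismatch only, and 0 genes in the other 4 fits. Among single tags, edgeR called 0 at an adjusted p of 0.05, with 18449 at a raw p-value under 0.05, DESeq2 called 291 higher and 4 lower with salt, and edgeR with the added minimum called 24 higher and 1 lower.

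In all, 98 values for sites and counts of sites or genes under an alternative, not counting those with a library left out, kept their direction and their side of the threshold or, for counts, stayed close to the main count. Of these, 56 were equal to the main value, for example where no tag was affected or every read was edited, and say nothing on stability. The alternatives set before the data were examined that were not run are the filter against nuclear and mitochondrial sequences, all alternatives for the count of changed plastid genes, and for the editing-site genes the fits without any filter, with distinct tags and with protein-coding genes only. The quasi-binomial model could not be fitted at *PSBF*-77, where no read was unedited, or at *RPS14*-194, where no control read was edited, and 0 sites had at least 10 reads in at least 3 libraries of each tissue.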

Differences from the paper's values

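The paper's values are those of Table S1 summed over the 2 libraries of a condition. At *NDHB*-149 the paper's coverage is 16 reads in control and 32 in salt, and 25 and 59 reads were counted here. Among the alternatives set before the data were examined, the control coverage came within the difference limit with at most 1 mismatch (24 reads), with each distinct tag counted once (22), with tags of 20 to 24 nt only (17) and with the site at least 3 nt from both tag ends (23), and not with tags at more than 1 place removed (25). The limit thus lay between 24 and 25 reads, and 24 reads still exceeded the paper's 16. For the salt coverage none of these alternatives came within the limit, with values from 49 to 59 reads.

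The paper's editing percentage at *NDHB*-149 is 62.5% in control and 34.4% in salt, and 40.0% and 20.3% were found here. For control, at most 1 mismatch (41.7%) and each distinct tag counted once (45.5%) came within the limit and the other alternatives did not. Both of these values stayed below the paper's 62.5%. For salt none of the alternatives set before the data were examined came within the limit, with values from 10.0% to 22.6%. Without the tags that carry the substitution C32A beside the site, numbered from the 5′ end of the sequence around it, coverage was 15 and 32 reads and the editing percentage 66.7% and 37.5%, a setting chosen after seeing the values. No mismatch besides the edited base, also chosen after seeing the values, gave 15 and 28 reads and 66.7% and 42.9%.

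At *RPS14*-194 the paper has 2 edited reads in control (4.35%), and 0 edited reads (0%) were found here. None of the alternatives set before the data were examined closed this gap.

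The paper names *NDHA*-1073, *NDHB*-149, *RPS14*-80 and *RPS16*-212 as sites that differ statistically between control and salt, while the Fisher's exact p-values here were 0.197, 0.101, 0.216 and 1. The paper's own t-test p-values were under 0.05 at *NDHA*-1073 and *NDHB*-149 and already above it at *RPS14*-80 and *RPS16*-212. Fisher's exact test on the paper's own summed reads gave 0.341, 0.122, 0.363 and 0.447, all above 0.05 too. The recounted reads are thus not needed for the difference at *NDHA*-1073 and *NDHB*-149, and the paper used another test. The paper refers to a decrease of total sRNA coverage in editing sites and gives *NDHB*-149 as the example, and the salt to control ratio of coverage in RPM here was 2.01. The paper's own coverage at *NDHB*-149, not scaled to library totals, was also higher in salt, with 32 reads against 16 in control.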

Other observations

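In this part, the tests of the substitution, of 24 nt reads and of library size at *NDHB*-149, of the tags that lack the substitution there, of further mismatches at the other sites, of the antisense and 24 nt reads at 5, at 3 and at single sites, of the substitutions at *NDHA*-1073 and *RPS16*-212, of the T calls without 2 positions, and of the reads at *RPS14*-194 against the rest of the gene were chosen after the result was seen.

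At *NDHB*-149, unedited reads in RPM, scaled to library totals, were 2.64 times as many in salt as in control leaves, while edited reads were 1.01 times as many, so a change in library size would have to act on unedited reads alone. One hypothesis is that reads of a near-identical copy outside the plastid transcript were counted as unedited. The substitution C32A, numbered from the 5′ end of the sequence around the site with the edited C at 21, was carried by 37 of 42 unedited reads that reached it and by 0 of 15 edited reads (Fisher's exact test, p = 7.03e-10). The place was chosen as the one with most mismatches, which favours a small p-value, and adjustment over the 7 sites gave 4.92e-09. Reads of 24 nt were 40.3% of unedited and 0% of edited reads (Fisher's exact test, p = 1.09e-04). The assembled base comes from tags chained to an edited-form primer, so it is not an independent reference. Whether such a copy alone makes the salt difference remains open. Without the carriers the difference was expected to shrink if it did, but it grew from -19.7 to -29.2 percentage points (Fisher's exact test, p = 0.116), and the p-value was not past 0.05 before or after, so neither expected outcome was met. Of the 25 unedited reads left, 20 do not reach the place, so they cannot be told to lack the substitution, and 2 have the assembled base there. With only the tags that have the assembled base there, a setting added later, 6 of 7 control reads and 9 of 10 salt reads were edited, a difference of 4.29 points. Among the 25 reads, 5 reach the place, against 15 of 22 edited reads (Fisher's exact test, p = 0.00121), but taking out the carriers, which reach it by definition, lowers this share, and with them 42 of 62 unedited reads reach it (Fisher's exact test, p = 1). The source of the 25 reads therefore remains open. A change in editing with salt cannot be told apart from these explanations.

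At the other sites, a further mismatch was more frequent on unedited than on edited reads at *NDHA*-1073, with 9 of 11 against 0 of 15 reads (Fisher's exact test, p = 1.76e-05), and at *RPS16*-212, with 4 of 10 against 1 of 28 reads (p = 0.0122 by Fisher's exact test). The assembled sequences at both sites were chained from edited-form primers, and that at *RPS14*-80 from the common primer. The limit of 2 mismatches leaves room for 2 further mismatches on an unedited read and for 1 on an edited read. Both the edited-form start and this limit favour the outcome. With at most 1 on either form, the counts were 6 of 8 against 0 of 15 at *NDHA*-1073 (Fisher's exact test, p = 2.77e-04) and 2 of 8 against 1 of 28 at *RPS16*-212 (Fisher's exact test, p = 0.118). It was not at *RPS14*-80, with 0 of 12 against 3 of 63 reads (Fisher's exact test, p = 1), nor at *PSBE*-214, with 1 of 6 against 2 of 86 reads (Fisher's exact test, p = 0.185), and with at most 1 on either form p was 1 at both sites (Fisher's exact test), although 6 unedited reads can show little. The substitution T17G at *NDHA*-1073 was carried by 8 of 9 unedited and 0 of 14 edited reads that reached it (Fisher's exact test, adjusted p = 6.42e-05), and G29A at *RPS16*-212 by 3 of 9 and 0 of 24 (Fisher's exact test, adjusted p = 0.0359), both numbered from the 5′ end of the sequence around the site with the edited C at 21. Each place was chosen as the one with most mismatches, and reads with 2 further mismatches are among these counts. Near-identical copies may lie behind part of the unedited reads at *NDHA*-1073, while at *RPS16*-212, with 10 unedited reads, a copy and the limit of mismatches cannot be told apart, and no biological explanation was tested for this pattern.

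Over *NDHA*-1073, *RPS14*-80, *RPS16*-212 and *PSBE*-214 together, 24 nt reads were 33.3% of unedited and 12.0% of edited reads (Fisher's exact test, p = 0.00254). *RPS14*-194, with 1 edited read, was not among these sites. Without *NDHA*-1073 the shares were 32.1% and 12.4% (Fisher's exact test, p = 0.0187), and with *RPS14*-194 and *PSBF*-77 added to the 3 sites left they were 18.1% and 11.9% (Fisher's exact test, p = 0.188), so the outcome depends on the sites summed. Single sites gave p = 0.128 at *NDHA*-1073, p = 0.368 at *RPS14*-80, p = 0.0142 at *RPS16*-212 (3 of 10 against 0 of 28 reads) and p = 0.0743 at *PSBE*-214 by Fisher's exact test, not adjusted. Antisense reads over the 7 sites were 24 nt long in 39.2% of cases against 10.5% of edited sense reads (Fisher's exact test, p = 2.56e-09), and those at *NDHB*-149 in 62.2% and at *NDHA*-1073 in 53.3%. At the other 5 sites the share was 4 of 42 antisense reads against 26 of 219 edited reads (Fisher's exact test, p = 0.796), so the excess comes from these 2 sites. A candidate explanation is small RNAs made from double-stranded RNA of copies outside the plastid, which the lengths alone do not establish. These tests treat reads as independent.

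The single edited read at *RPS14*-194 (1 of 56 leaf reads, 1.79%) may come from sequencing or library errors. T at 122 other C positions of the genes was 0.588% of base calls (Fisher's exact test, p = 0.287), but 25 of the 33 T calls came from 2 positions, and without these the share was 0.148% (Fisher's exact test, p = 0.0889). Over all 165 assembled C positions, the set used first, Fisher's exact test gave p = 0.141. Coverage at *RPS14*-194 fell with salt to a ratio of 0.363, more than on the rest of the *RPS14* sequence, where the ratio was 0.667. The reads at the site, 39 and 17, differed from those on the rest, 344 and 276, with p = 0.0483 (Fisher's exact test, reads taken as independent, not adjusted), so it remains open whether lower coverage of the whole gene accounts for the fall. Both control libraries were above both salt libraries at the site (exact permutation p = 0.333, the smallest possible value), and counting error at this depth remains open. In the same gene a C that is not listed in Table S1, the central C of AAGCAAAGTTCCGTCGTTAAG, was read as T in 13 of 144 leaf reads (9.03%), and in *RPS16* the central C of ATAGGTCAGACCAACCTACAG, not listed either, in 12 of 78 (15.4%), which no test was made to explain.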
